A study of Rattus norvegicus with 14 samples. Its data were reported in "Systemic Wound Healing Associated with local sub-Cutaneous Mechanical Stimulation" (2016).

How the data were processed

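Gene expression was measured in peripheral blood mononuclear cells of rats, separated on a density gradient, with 14 Affymetrix rat arrays from the second of the study's 2 experiments. The authors computed 1 intensity (MAS5 signal, linear scale) per probe set with the mas5 function of the affy package (version not stated), and in the deposited table every array has the same trimmed mean, 500 after removal of 2% of the values at each end. All 14 columns of values were used. The detection calls, the arrays of the first experiment and the study's other measurements (microRNA, protein, microbiome, joint cells) were not used here. The values are intensities without counts, so only the number of arrays limits the precision that can be stated.

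Samples were grouped by the labels and named with the study's group codes: NOCIA_B, healthy rats before therapy, 3 arrays; CIA_B, rats with collagen-induced arthritis before therapy, 2 arrays; NOCIAMS_A, healthy rats after 34 days of mechanical stimulation, 3 arrays; MS_A, arthritic rats after 34 days of mechanical stimulation, 3 arrays; and MTXMS_A, arthritic rats after 34 days of mechanical stimulation with methotrexate, 3 arrays. In the labels the same groups are called, in this order, NORA, RA, HAP, AP and MTXAP, with acupuncture as the therapy, and matching them to the study's codes is a reading made here. The labels do not say why CIA_B has 2 arrays. Rats were killed at sampling, so replicate numbers mark no shared animal and the groups were compared as independent. No group without stimulation was sampled at day 34, so the time between sampling days goes together with treatment in every comparison of a later group with an earlier one.

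Of 31042 probe sets without controls, the 18515 with a signal above the array median on at least 2 of the 14 arrays were tested. Probe sets were paired with gene symbols by the annotation table given with the data: 20826 probe sets have 1 symbol, 436 have several and 9780 have none. For tests of lists, 1 probe set was used per gene, the one with the highest mean signal, giving 10107 genes. Log2 signals without a pseudocount were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group, and moderated by empirical Bayes. The 6 comparisons and 1 difference between comparisons were called at a Benjamini-Hochberg adjusted p of 0.05, and all tests are two-sided. The thresholds of the study (unadjusted p of 0.05 and fold of 2) were applied as an alternative, and the same model without moderation was run as a second tool. Fold changes are log2 values of the first group named over the second, with their standard error.

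A total of 40 gene lists was tested in each comparison. The 23 lists written here were markers of T cells, B cells, plasma cells, NK cells, monocytes, neutrophils, platelets, erythroid cells, dendritic cells, basophils with mast cells and eosinophils, hepatocytes and plasma proteins, and muscle and skin, and genes of MHC class II, interferon response, inflammatory cytokines and chemokines, immediate early and stress response, heat shock, cell cycle, folate and nucleotide synthesis, adenosine and purinergic signalling, ribosomal proteins, oxidative phosphorylation, and glycolysis and hypoxia. The 7 lists of the study were early mechanotransduction (Mec. E.), early healing (Heal E.), epithelial-mesenchymal transition (EMT), EMT type 2 (EMT.T2), and the gene ontology terms wound healing, inflammation and response to wounding. The 10 lists of the first experiment were the genes the study found lower or higher in MS_A, methotrexate (MTX_A) and placebo (PLA_A) rats against CIA_B, in CIA_B against NOCIA_B, and in healthy rats at the later time (NOCIA_A) against NOCIA_B. Those came from other animals and arrays. Lists were tested with camera from limma, which compares a list with all other genes, at its preset correlation between genes of 0.01, with camera at a correlation estimated from the data, and with fry, which asks whether a list's genes move one way on balance; p was adjusted over the 40 lists. A score of a list on an array is the mean of its genes after each gene is centred on its mean over the arrays.

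Groups, comparisons, lists, thresholds, the rule for named genes and most alternatives were fixed before the data were examined. Named genes were, for each comparison, up to 8 per direction among probe sets with 1 symbol that passed the test, had no overlap between the arrays of the groups and a mean in the higher group above the 60th percentile, filled up by p with probe sets at the study's thresholds where too few passed; up to 4 members per list; and the genes the study speaks of. Since no probe set passed the adjustment, the genes named by this rule are those that reached the study's thresholds or that the study speaks of. Some of the genes that passed adjusted over their list alone or without moderation (Cd2, Mrps12 and Arhgdib among them, with changes under 2-fold) are named besides. Where a gene is named with 1 value, the value belongs to the probe set chosen by that rule.

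Alternatives were no filter, a filter on a mean above the 60th percentile, a pseudocount of 32, quantile normalization, array weights, the replicate number as a block, a fit of the compared groups alone, the mean over all probe sets of a gene, the estimated correlation, and leaving out each array. Where CIA_B was left with 1 array, limma took the spread from the other groups, which assumes that the lone array varies as they do. A fit without the 2 arrays that stand apart, and a fit with the platelet score as covariate, were chosen after seeing the data. Correlations between fold changes of 2 comparisons were set beside 100 simulated draws with no differences between groups. The tests were tried on simulated data with 200 changed probe sets: in the comparisons of 2 groups, between 66.5% and 76.5% of 4-fold changes and at most 0.5% of 2-fold changes were called. A list shifted in the simulation was called in each of the 7 contrasts, and 1 other list was called once. This simulated count does not give the error rate on the real arrays. There all 109 list calls ended with an estimated correlation, and other splits of the same 6 arrays called up to 19, 18 and 19 lists. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.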

Results

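Gene expression in peripheral blood mononuclear cells, the lymphocytes and monocytes of blood, was measured on 14 arrays in the second experiment of the study. Female rats were either healthy or had collagen-induced arthritis (CIA), a model of rheumatoid arthritis raised by immunisation with collagen. Before therapy, cells came from healthy rats (NOCIA_B, 3 arrays) and arthritic rats (CIA_B, 2 arrays). After 34 days, they came from healthy rats given mechanical stimulation (NOCIAMS_A, 3 arrays), arthritic rats given mechanical stimulation (MS_A, 3 arrays) and arthritic rats given both stimulation and methotrexate (MTXMS_A, 3 arrays). Mechanical stimulation (MS) means that a thin needle was inserted and turned, and methotrexate (MTX) is a folate antagonist used against arthritis. No arthritic or healthy group without stimulation was sampled at day 34, so the effect of time cannot be separated from that of therapy.

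The median signal per array ran from 104 to 148.6 and the trimmed mean was 500 on each. Mean correlation of an array with the others was 0.855 to 0.934. The lowest belonged to NOCIA_B replicate 3, where spiked-in controls were 1.78 times the median of the arrays, and the next to MTXMS_A replicate 3, with 0.882 and the highest ratio of 3' to 5' actin signal, 5.01. The same arrays hold the extremes of the score of erythroid markers, genes of red cells and their precursors: 2.43 on NOCIA_B replicate 3 and -4.50 on MTXMS_A replicate 3, in log2 units. Mononuclear cell preparations also carry platelets, and the platelet score averaged 0.47 ± 0.98 (SD, n = 3) in NOCIA_B, -0.81 ± 0.32 (SD, n = 2) in CIA_B, -0.27 ± 0.26 (SD, n = 3) in NOCIAMS_A, 0.22 ± 0.31 (SD, n = 3) in MS_A and 0.13 ± 0.51 (SD, n = 3) in MTXMS_A.

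**Figure D1:**
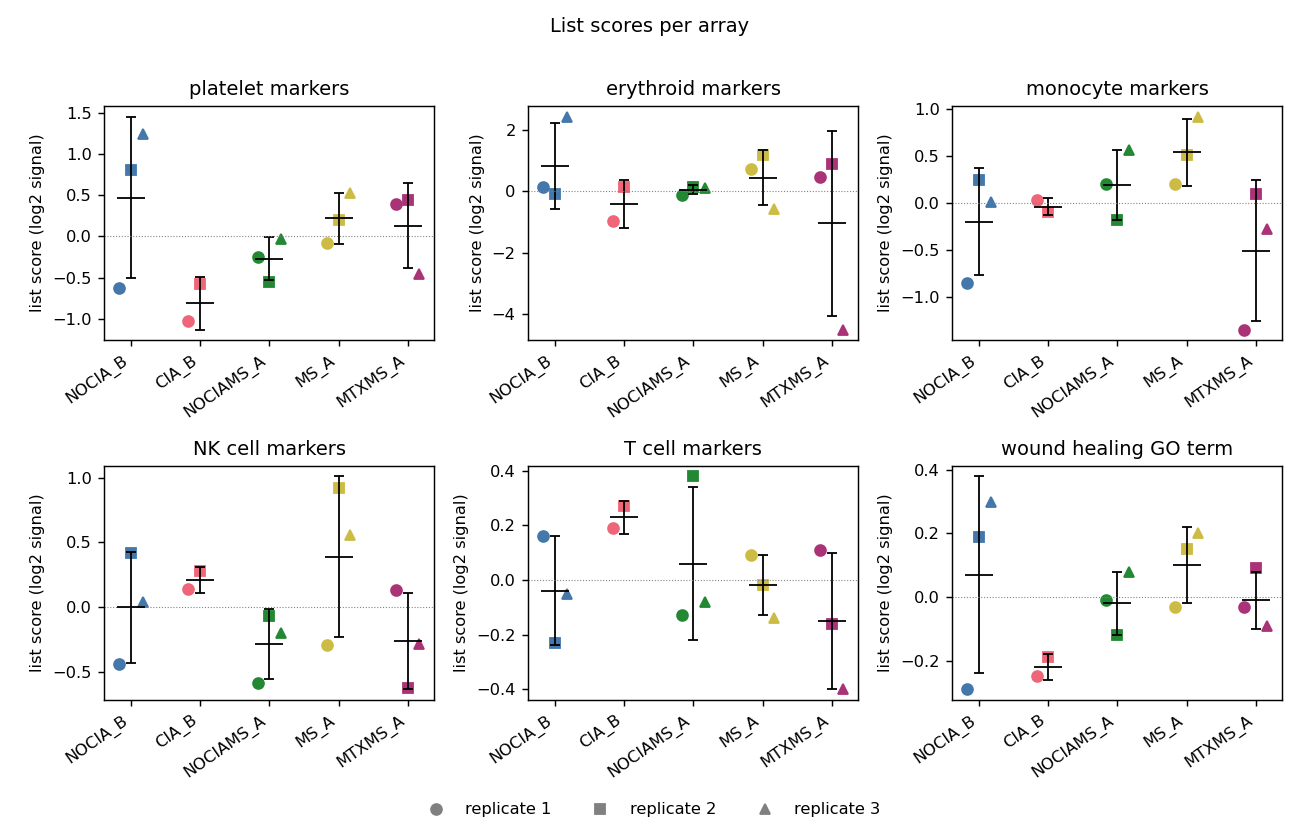
Score of 6 gene lists (mean centred log2 signal, vertical axis) on each of the 14 arrays in the 5 groups; circles, squares and triangles are replicates 1, 2 and 3, and black bars are the mean and SD (n = 2 in CIA_B, otherwise 3). Platelet markers are lowest in CIA_B, with a mean of -0.81, and the erythroid scores of NOCIA_B replicate 3 (2.43) and MTXMS_A replicate 3 (-4.50) lie apart.

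No single probe set passed limma's adjusted p in any of the 6 comparisons, with arrays weighted equally. None passed in the difference between MS_A against CIA_B and NOCIAMS_A against NOCIA_B either. What follows therefore rests on lists of genes, and single genes are named with values that did not pass. All list calls are those of camera at its preset correlation, and with an estimated correlation 0 of the 40 lists were called in any comparison. With the platelet score as covariate, a fit chosen after seeing the data, 41 of the 109 list calls were lost and in 30 others the direction of the test turned. These counts include the calls of platelet markers, which had to end because the covariate is their own score.

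The comparison of CIA_B with NOCIA_B asks what arthritis alone does to these cells. Platelet markers fell, with 12 of 13 genes below 0 and a median log2 fold change of -1.45 (adjusted p = 3.71e-08, and adjusted p = 0.511 with an estimated correlation). Ppbp, a chemokine stored in platelet granules, had a mean log2 signal of 10.61 ± 0.45 (SD, n = 2) in CIA_B and 12.62 ± 1.31 (SD, n = 3) in NOCIA_B. The fold change of Itgb3, a chain of the platelet fibrinogen receptor, was -1.25 ± 0.47 (SE), and that of Rgs18, a regulator of G protein signalling in platelets, -1.69 ± 0.53. Erythroid markers fell beside them, 20 of 20 below 0, with a median of -1.37 (adjusted p = 0.00253, and adjusted p = 0.764 with an estimated correlation), with -1.73 ± 0.65 for Rhag, a membrane protein of red cells. T cell markers rose by a median of 0.34, 15 of 17 above 0 (adjusted p = 0.0234, and adjusted p = 0.681 with an estimated correlation). Cd8a, the coreceptor of cytotoxic T cells, had 1.10 ± 0.32 and Gzmm, a granule protease of cytotoxic cells, 1.23 ± 0.35, while Cd4, the coreceptor of helper T cells, had -1.72 ± 0.78. Genes of oxidative phosphorylation rose by a median of 0.22, 42 of 50 above 0 (adjusted p = 0.00607, and adjusted p = 0.511 with an estimated correlation).

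For these same groups the lists of repair genes fell while platelet markers fell by 1.45: wound healing with a median of -0.11 (adjusted p = 0.00505), EMT with -0.08 (adjusted p = 0.0219), EMT.T2 with -0.10 (adjusted p = 0.0234) and response to wounding with -0.04 (adjusted p = 0.0394), each with an adjusted p = 0.511 with an estimated correlation. Their means were lower than their medians, -0.29, -0.25, -0.30 and -0.19. Without platelet and erythroid markers response to wounding was not called (-0.03, adjusted p = 0.0985). With a mean above the 60th percentile its median was 0.06, while the test still called it lower (adjusted p = 0.0455). Of the 206 wound healing genes, 22 were lower and 1 higher at the study's thresholds. Thbs2, a matrix glycoprotein, had -3.88 ± 0.88, Serpine2, a protease inhibitor, -2.07 ± 0.55, and Src, a tyrosine kinase, -1.37 ± 0.29 (unadjusted p = 0.000523). With quantile normalization the calls of EMT (median 0.02), EMT.T2 (median 0.01) and response to wounding (median 0.00) ended, at adjusted p = 0.109, 0.113 and 0.109, and the first pair of medians turned sign. Without NOCIA_B replicate 1 the medians of wound healing, EMT, EMT.T2 and response to wounding were -0.18, -0.19, -0.34 and -0.11. Leaving out NOCIA_B replicate 2 ended all these calls (adjusted p = 0.0766, 0.0965, 0.194 and 0.194), and leaving out NOCIA_B replicate 3 ended those of EMT (median 0.00, adjusted p = 0.0975) and response to wounding (median 0.00, adjusted p = 0.144). Leaving out CIA_B replicate 2 ended those of EMT.T2 (median -0.15, adjusted p = 0.0925) and response to wounding (median -0.02, adjusted p = 0.171) and moved EMT to -0.13, CIA_B replicate 1 moved EMT.T2 to -0.19, and without MTXMS_A replicate 1, 2 or 3 response to wounding reached adjusted p = 0.0525, 0.0513 and 0.0501.

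Among first-experiment lists, while platelet markers fell by 1.45, genes lower in CIA_B than in NOCIA_B there fell with a median of -0.26 (adjusted p = 0.00801, and adjusted p = 0.511 with an estimated correlation) and those higher there rose by 0.39 (adjusted p = 0.0109, and adjusted p = 0.681 with an estimated correlation). Some other lists of higher genes moved as far. Genes higher in healthy rats at the later time rose by 0.44 (adjusted p = 6.09e-11, and adjusted p = 0.681 with an estimated correlation). Those higher under placebo, a list from arthritic rats, rose by 0.48 (adjusted p = 0.0139, and adjusted p = 0.821 with an estimated correlation). Genes lower under placebo, in healthy rats at the later time and in MTX_A had -0.03, -0.04 and -0.04 and were not called. With the platelet covariate the CIA_B lists were not called (-0.16 and -0.06, adjusted p = 0.277 and 0.218), nor was the placebo list (-0.08, adjusted p = 0.376), and the list of the later time was called lower instead (-0.17, adjusted p = 7.96e-05). That list had 0.72 and 0.18 without NOCIA_B replicates 1 and 3, and the placebo list lost its call with array weights (0.45, adjusted p = 0.0573) and without NOCIA_B replicate 3 (0.21, adjusted p = 0.109) or CIA_B replicate 1 (0.23, adjusted p = 0.48), with 0.76 without CIA_B replicate 2. Genes higher in MS_A in the first experiment fell, 322 of 338 below 0, with a median of -1.14 (adjusted p = 1.41e-47, and adjusted p = 0.511 with an estimated correlation). At single probe sets limma called 0 of 18515, with 1569 at an unadjusted p under 0.05 where chance gives 926, 0 without moderation, and 866 at the study's thresholds (157 higher, 709 lower). With array weights limma called 765 (194 higher, 571 lower). Arrays of the groups did not overlap for 21% of probe sets, where chance gives 20%. Of the 40 lists 13 were called (8 without NOCIA_B replicate 2), fry called 0 (lowest adjusted p = 0.128), and adjusted over the list alone 1 member passed, Cd2, an adhesion molecule of T cells, with 0.86 ± 0.22. The call of genes lower in the first experiment ended without NOCIA_B replicate 2 (median -0.19, adjusted p = 0.0541) or CIA_B replicate 2 (median -0.15, adjusted p = 0.133), and that of genes higher there without NOCIA_B replicate 3 (median 0.15, adjusted p = 0.219) or CIA_B replicate 1 (median 0.33, adjusted p = 0.109), with 0.68 without NOCIA_B replicate 1. T cell markers lost their call without NOCIA_B replicate 2 (median 0.20, adjusted p = 0.186) or CIA_B replicate 2 (median 0.22, adjusted p = 0.171), erythroid markers without NOCIA_B replicate 3 (median -0.41, adjusted p = 0.0975) or CIA_B replicate 1 (median -0.54, adjusted p = 0.0518), and the platelet median was -2.24 without NOCIA_B replicate 1. Without NOCIA_B replicate 1 limma called 168 probe sets and without NOCIA_B replicate 2 it called 3. The 866 became 2101 and 364 without NOCIA_B replicates 1 and 3.

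MS_A against CIA_B asks what 34 days of stimulation changed in arthritic rats. Platelet markers rose, 12 of 13 above 0, by a median of 1.26 (adjusted p = 5.58e-05, and adjusted p = 0.452 with an estimated correlation). Ppbp had 1.59 ± 0.63, P2ry12, the platelet receptor for ADP, 1.68 ± 0.68, and Gp9, a part of the receptor for von Willebrand factor, 1.70 ± 0.75. Erythroid markers rose too, 19 of 20 above 0, by 0.85 (adjusted p = 0.0351, and adjusted p = 0.739 with an estimated correlation). Their call ended without CIA_B replicate 1 (0.13, adjusted p = 0.384), MS_A replicate 1 (0.71, adjusted p = 0.11) or MS_A replicate 2 (0.38, adjusted p = 0.148), and they had 1.64 without CIA_B replicate 2 and 1.32 without MS_A replicate 3. Wound healing genes rose beside both, 138 of 206 above 0, by a median of 0.25 (adjusted p = 0.00328, and adjusted p = 0.452 with an estimated correlation). Among their members Serpine2 had 1.88 ± 0.55, Itga9, an integrin chain, 2.48 ± 0.77, and Ubash3b, a phosphatase, 1.24 ± 0.42. EMT genes rose by 0.16 (adjusted p = 0.0298), EMT.T2 genes by 0.30 (adjusted p = 0.0101) and response to wounding genes by 0.19 (adjusted p = 0.0099), each with an adjusted p = 0.452 with an estimated correlation, and Cald1, an actin-binding protein, had 1.88 ± 0.62. The wound healing list holds 9 platelet markers, and without platelet and erythroid markers its median was 0.21 (adjusted p = 0.00929). Its call held without each of the 5 arrays, with an adjusted p of 0.0483 without MS_A replicate 3. The calls of EMT, EMT.T2 and response to wounding ended without CIA_B replicate 2 (medians 0.15, 0.29 and 0.13, and adjusted p = 0.0727, 0.0644 and 0.092) and without MS_A replicate 3 (medians 0.15, 0.21 and 0.16, and adjusted p = 0.166, 0.107 and 0.0677), and that of EMT also with quantile normalization (median 0.11, adjusted p = 0.0506).

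Monocyte markers rose in MS_A as well, 13 of 14 above 0, by a median of 0.61 (adjusted p = 0.0101, and adjusted p = 0.65 with an estimated correlation), and T cell markers fell, 13 of 17 below 0, with -0.41 (adjusted p = 0.00705; adjusted p = 0.503 with an estimated correlation). Lef1, a transcription factor of naive T cells, had -1.10 ± 0.46 and Cd4 had 1.87 ± 0.78. Interferon response genes rose by 0.37, 19 of 22 above 0 (adjusted p = 0.0351; adjusted p = 0.452 with an estimated correlation), glycolysis and hypoxia genes by 0.41 (adjusted p = 0.0333; adjusted p = 0.492 with an estimated correlation), with 1.69 ± 0.48 for the oxygen sensor Egln3, and adenosine and purinergic genes by 0.53 (adjusted p = 0.046; adjusted p = 0.452 with an estimated correlation), with 1.01 ± 0.37 for the ATP channel Panx1. These shifts went with the rise of 1.26 in platelet markers. The adenosine and purinergic list holds P2ry12, and without this platelet marker its median was 0.44 and it was not called (adjusted p = 0.103). T cell markers lost their call without CIA_B replicate 2 (median -0.30, adjusted p = 0.092), monocyte markers without CIA_B replicate 2 (median 0.46, adjusted p = 0.102) or MS_A replicate 3 (median 0.40, adjusted p = 0.126), and glycolysis and hypoxia without the same arrays (medians 0.31 and 0.23; adjusted p = 0.212 and 0.321). Interferon response lost it without CIA_B replicate 2 (median 0.23, adjusted p = 0.414), MS_A replicate 1 (0.28, adjusted p = 0.101) or MS_A replicate 3 (0.32, adjusted p = 0.137). Adenosine and purinergic genes lost it without CIA_B replicate 2 (0.57, adjusted p = 0.32), MS_A replicate 3 (0.36, adjusted p = 0.192), NOCIA_B replicate 3 (0.53, adjusted p = 0.0592), NOCIAMS_A replicate 1 (0.53, adjusted p = 0.0534) or MTXMS_A replicate 1 (0.53, adjusted p = 0.0519), and their median was 0.81 without MS_A replicate 1. With quantile normalization glycolysis and hypoxia (0.34, adjusted p = 0.0531) and adenosine and purinergic genes (0.51, adjusted p = 0.064) were not called.

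Genes higher in MS_A in the first experiment rose here, 319 of 338 above 0, by a median of 0.96 (adjusted p = 7.69e-30; adjusted p = 0.452 with an estimated correlation), with 2.32 ± 0.63 for Dennd2c and 1.77 ± 0.51 for Rasgrp3, regulators of small GTPases. This list holds 7 platelet markers, and platelet markers rose by 1.26 beside it. Genes that were higher in healthy rats at the later time in the first experiment fell, 409 of 470 below 0, with a median of -0.48 (adjusted p = 1.89e-20), and those lower at that time rose, 504 of 638 above 0, by 0.27 (adjusted p = 5.1e-08), opposite to their change over time there, each with an adjusted p = 0.452 with an estimated correlation. With the platelet covariate neither was called (-0.04 and 0.10, adjusted p = 0.28 and 0.0718), nor were the genes higher in MS_A (-0.04, adjusted p = 0.227). Genes lower in MS_A in the first experiment did not fall here but rose by 0.19 (adjusted p = 0.0131; adjusted p = 0.65 with an estimated correlation), a call that ended without CIA_B replicate 2 (0.16, adjusted p = 0.092) or MS_A replicate 3 (0.12, adjusted p = 0.166). At single probe sets limma called 0, with 1450 at an unadjusted p under 0.05, 0 without moderation, and 670 at the study's thresholds (475 higher, 195 lower). The excess of higher probe sets shrank without MS_A replicate 1, to 576 higher and 524 lower. Without MS_A replicate 2 there were 267 and 170, and without MS_A replicate 3 there were 343 and 151. Groups did not overlap for 35.9% of probe sets, where chance gives 20%. Camera called 20 of the 40 lists, 8 without CIA_B replicate 2 and 10 without MS_A replicate 3; fry called 0 (lowest adjusted p = 0.314), and adjusted over the list alone 0 members passed. The 670 became 1100 and 437 without MS_A replicates 1 and 2.

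MTXMS_A against CIA_B asks the same of stimulation given with methotrexate. T cell markers fell, 16 of 17 below 0, with a median of -0.54 (adjusted p = 1.24e-05; adjusted p = 0.423 with an estimated correlation), with -1.05 ± 0.26 for Cd8a. NK cell markers fell by 0.50 (adjusted p = 0.0112; adjusted p = 0.556 with an estimated correlation), and Klrk1, the activating receptor NKG2D of NK and T cells, had -1.22 ± 0.27 (unadjusted p = 0.000719). Monocyte markers fell by 0.43, 10 of 14 below 0 (adjusted p = 0.0274, and adjusted p = 0.608 with an estimated correlation), a call that ended without NOCIA_B replicate 3 (-0.43, adjusted p = 0.0508), CIA_B replicate 1 (-0.21, adjusted p = 0.16) or MTXMS_A replicate 1 (-0.07, adjusted p = 0.956), in a fit of the compared groups alone (adjusted p = 0.0567) and with a mean above the 60th percentile (adjusted p = 0.0676), with -0.66 without MTXMS_A replicate 3. Platelet markers rose, 13 of 13 above 0, by 0.80 (adjusted p = 1.7e-06; adjusted p = 0.423 with an estimated correlation). Beside them inflammatory cytokines and chemokines rose by 0.63 (adjusted p = 0.0229; adjusted p = 0.439 with an estimated correlation), with 3.07 ± 1.33 for the chemokine Ccl2, and immediate early and stress genes rose by 0.35 (adjusted p = 0.00378; adjusted p = 0.463 with an estimated correlation), with 1.82 ± 0.51 for the transcription factor Jun. The inflammation list rose by 0.07 (adjusted p = 0.0264; adjusted p = 0.423 with an estimated correlation). Most lists of repair genes rose beside platelet markers too. Wound healing rose by 0.15, 120 of 206 above 0 (adjusted p = 0.0246, and adjusted p = 0.471 with an estimated correlation). EMT.T2 rose by 0.16 (adjusted p = 0.0174) and response to wounding by 0.12 (adjusted p = 0.0177). Both had adjusted p = 0.423 with an estimated correlation. EMT genes had 0.10 and were not called. Genes higher in MS_A in the first experiment rose, 321 of 338 above 0, by 0.58 (adjusted p = 1.88e-25, and adjusted p = 0.439 with an estimated correlation), with 0.91 without MTXMS_A replicate 3. With the platelet score as covariate, a fit chosen after seeing the data, this list was called lower instead (-0.29, adjusted p = 6.12e-06). Without platelet and erythroid markers wound healing was not called (0.12, adjusted p = 0.0768). Wound healing and response to wounding lost their calls without CIA_B replicate 2 (0.14 and 0.12, adjusted p = 0.105 each), MTXMS_A replicate 2 (0.13 and 0.11, adjusted p = 0.16 and 0.0857) or MTXMS_A replicate 3 (0.11 and 0.08, adjusted p = 0.0685 and 0.081), and EMT.T2 without CIA_B replicate 2 (0.11, adjusted p = 0.0573) or MTXMS_A replicate 2 (0.09, adjusted p = 0.178). NK cell markers lost their call without CIA_B replicate 2 (-0.42, adjusted p = 0.094), MTXMS_A replicate 2 (-0.34, adjusted p = 0.105) or MTXMS_A replicate 3 (-0.31, adjusted p = 0.113). Cytokines lost it without CIA_B replicate 2 (0.55, adjusted p = 0.227) or MTXMS_A replicate 3, where the median was -0.21 (adjusted p = 0.949). Immediate early genes lost it without CIA_B replicate 2 (0.15, adjusted p = 0.174), MTXMS_A replicate 2 (0.10, adjusted p = 0.137) or MTXMS_A replicate 3 (0.27, adjusted p = 0.136) and had 0.54 without MTXMS_A replicate 1. Inflammation genes lost it without CIA_B replicate 2 (0.06, adjusted p = 0.132), MTXMS_A replicate 2 (0.05, adjusted p = 0.0848) or MTXMS_A replicate 3 (0.01, adjusted p = 0.468), and had 0.12 without MTXMS_A replicate 1 and 0.04 without CIA_B replicate 1; the platelet median was 1.26 without MTXMS_A replicate 3.

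Genes that differed between MTX_A and CIA_B in the first experiment moved the same way here while platelet markers rose by 0.80. In those lists time goes together with methotrexate. Genes lower in MTX_A fell by 0.20 (adjusted p = 0.00755; adjusted p = 0.463 with an estimated correlation) and those higher rose by 0.23 (adjusted p = 0.00378; adjusted p = 0.439 with an estimated correlation). The placebo lists moved alike. Genes lower under placebo fell by 0.23 (adjusted p = 0.00755; adjusted p = 0.423 with an estimated correlation) and those higher under placebo rose by 0.25 (adjusted p = 0.00504; adjusted p = 0.558 with an estimated correlation). At single probe sets limma called 0, with 999 at an unadjusted p under 0.05, and 0 without moderation. The study's thresholds gave 423 (327 higher, 96 lower). Without MTXMS_A replicate 2 there were 276 higher and 201 lower. Without MTXMS_A replicate 1 there were 237 and 94, and without MTXMS_A replicate 3 there were 617 and 241. Groups did not overlap for 21.8% of probe sets, where chance gives 20%. Of the 40 lists 21 were called, 10 without CIA_B replicate 2 and 11 without MTXMS_A replicate 3; fry called 0 (lowest adjusted p = 0.553), and adjusted over the list alone 3 members passed, Cd2, Klrk1 and Fcer2, the low-affinity IgE receptor of B cells, with -1.66 ± 0.43. Without MTXMS_A replicate 2 or MTXMS_A replicate 3 limma called 2 probe sets. Genes lower in MTX_A lost their call without MTXMS_A replicate 2 (-0.12, adjusted p = 0.0604), and those higher without CIA_B replicate 2 (0.06, adjusted p = 0.312) or MTXMS_A replicate 3 (0.15, adjusted p = 0.187), with 0.41 without CIA_B replicate 1 and 0.35 without MTXMS_A replicate 1. Genes lower under placebo lost it without CIA_B replicate 2 (-0.23, adjusted p = 0.105), with -0.15 without MTXMS_A replicate 2, and those higher without CIA_B replicate 2 (0.04, adjusted p = 0.459) or MTXMS_A replicate 3 (0.00, adjusted p = 0.933), with 0.40 without CIA_B replicate 1 and 0.43 without MTXMS_A replicate 1.

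NOCIAMS_A against NOCIA_B asks what stimulation did in healthy rats. The actin ratio was 3.35 to 4.36 in NOCIAMS_A and 1.97 to 3.01 in NOCIA_B. Whether this bears on the shifts below was not tested. Platelet markers fell, 12 of 13 below 0, with a median of -0.69 (adjusted p = 9.07e-06; adjusted p = 0.573 with an estimated correlation), and erythroid markers with -0.80, 19 of 20 below 0 (adjusted p = 0.00274; adjusted p = 0.608 with an estimated correlation). NK cell markers fell by 0.28, 13 of 15 below 0 (adjusted p = 0.0221; adjusted p = 0.608 with an estimated correlation), and the wound healing list was called lower with a median of -0.04, 106 of 206 below 0 (adjusted p = 0.0222; adjusted p = 0.573 with an estimated correlation), but without platelet and erythroid markers it had 0.01 and was not called (adjusted p = 0.0676). With quantile normalization neither was called (-0.22 and -0.06, adjusted p = 0.0682 and 0.0723). Without NOCIA_B replicate 1 they had -0.53 and -0.13. With a mean above the 60th percentile the wound healing median was 0.04, while the test still called the list lower (adjusted p = 0.0162). NK cell markers lost their call without NOCIA_B replicate 2 (-0.01, adjusted p = 0.45) or NOCIAMS_A replicate 1 (-0.05, adjusted p = 0.183), and wound healing without NOCIA_B replicate 2 (-0.05, adjusted p = 0.306), NOCIA_B replicate 3 (0.05, adjusted p = 0.365) or NOCIAMS_A replicate 2 (-0.03, adjusted p = 0.159). MHC class II genes, which present antigen to helper T cells, rose, 8 of 8 above 0, by 0.49 (adjusted p = 0.0118; adjusted p = 0.573 with an estimated correlation). B cell and monocyte markers had 0.45 and 0.38 beside them and were not called. Whether a shift in these cells accounts for the rise was not tested. Cell cycle genes fell by 0.26, 17 of 27 below 0 (adjusted p = 0.00589; adjusted p = 0.573 with an estimated correlation), with -3.66 ± 0.60 for the mitotic checkpoint kinase Bub1b and -1.51 ± 0.36 for the kinetochore protein Cenpf, but with a filter on a mean above the 60th percentile their median was 0.00 (adjusted p = 0.249). Hepatocyte and plasma protein genes, 5 measured, fell by 1.18 (adjusted p = 0.00716; adjusted p = 0.374 with an estimated correlation), among them Ttr, a carrier of thyroid hormone, with -1.18 ± 0.35. Il1b, a cytokine of activated monocytes, had a log2 signal of 11.98 ± 0.87 (SD, n = 3) in NOCIAMS_A and 10.09 ± 0.32 (SD, n = 3) in NOCIA_B. Genes higher in healthy rats at the later time in the first experiment rose by 0.29 (adjusted p = 0.000464; adjusted p = 0.696 with an estimated correlation), and those lower at that time were not called, with a median of 0.02 and a test pointing lower (adjusted p = 0.13). With the platelet covariate the list of genes higher at that time was called lower instead (-0.06, adjusted p = 0.000432). Genes higher in MS_A in the first experiment fell, 320 of 338 below 0, with -0.76 (adjusted p = 2.19e-44; adjusted p = 0.573 with an estimated correlation).

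The platelet median in this comparison of healthy rats was -1.56 without NOCIA_B replicate 1 and -0.35 without NOCIA_B replicate 3, and that of genes higher in MS_A in the first experiment was -1.30 and -0.44. Erythroid markers lost their call without NOCIA_B replicate 3, where the median was 0.10 (adjusted p = 0.333), and with array weights (0.07, adjusted p = 0.116), and had -1.28 without NOCIA_B replicate 2. Hepatocyte genes lost it without NOCIA_B replicate 1 (-0.68, adjusted p = 0.0547) or NOCIA_B replicate 2 (-0.72, adjusted p = 0.104), MHC class II without NOCIA_B replicate 1 (0.60, adjusted p = 0.0666) or NOCIAMS_A replicate 1 (0.30, adjusted p = 0.202), and the first-experiment genes higher at the later time without NOCIA_B replicate 3 (0.03, adjusted p = 0.297) or NOCIAMS_A replicate 1 (0.21, adjusted p = 0.0936), with 0.55 without NOCIA_B replicate 1. The cell cycle median was -0.40 without NOCIA_B replicate 1, -0.15 without NOCIA_B replicate 3 and -0.05 without NOCIAMS_A replicate 2. At single probe sets limma called 0 (4 without NOCIA_B replicate 2), with 1144 at an unadjusted p under 0.05, and 0 without moderation. The study's thresholds gave 426 (192 higher, 234 lower). The balance of these 426 depended on single arrays. Without NOCIA_B replicate 2 it was 369 higher and 202 lower, and without NOCIA_B replicate 3 it was 188 and 99. Without NOCIA_B replicate 1 it was 631 and 877. Groups did not overlap for 9.61% of probe sets, where chance gives 10%. Camera called 12 of the 40 lists (19 without NOCIAMS_A replicate 3), fry called 0 (lowest adjusted p = 0.231), and adjusted over the list alone 5 members passed, Bub1b, Cenpf, Ttr, the kinase Gsk3b (-1.41 ± 0.32) and the transcription factor Gata2 (1.93 ± 0.58).

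MTXMS_A against MS_A asks what methotrexate added to stimulation. Actin ratios did not overlap (3.13 to 5.01 in MTXMS_A, 2.44 to 2.69 in MS_A), and their part was not tested. Monocyte markers fell, 13 of 14 below 0, with a median of -0.95 (adjusted p = 0.000105; adjusted p = 0.774 with an estimated correlation). Clec4a3, a lectin receptor of myeloid cells, had -2.46 ± 0.60, Fcgr3a, an Fc receptor, -1.19 ± 0.31, and Ccr2, the chemokine receptor of classical monocytes, -2.47 ± 0.80. NK cell markers fell, 15 of 15 below 0, with -0.42 (adjusted p = 0.00481; adjusted p = 0.841 with an estimated correlation), with -2.25 ± 0.54 for the activating receptor Ncr1. Erythroid markers were below 0 in 20 of 20 and fell by 1.47 (adjusted p = 0.00766; adjusted p = 0.841 with an estimated correlation), while platelet markers had -0.25 and were not called (adjusted p = 0.875). Ribosomal protein genes rose by 0.21, 33 of 35 above 0 (adjusted p = 0.00055; adjusted p = 0.841 with an estimated correlation), but with quantile normalization they had 0.07 and were not called (adjusted p = 0.255). Fpgs, which adds glutamates to folates and methotrexate, had a log2 signal of 8.22 ± 1.64 (SD, n = 3) in MTXMS_A and 4.71 ± 1.04 (SD, n = 3) in MS_A, and it was the folate list's member that passed when adjusted over the list alone. The lowest adjusted p of any probe set, 0.0604, belonged to Crebzf, a transcription factor, with -1.27 ± 0.16, while 1 of its 4 probe sets had the opposite sign. Jun had 1.81 ± 0.45 and Zeb1, a transcription factor of the EMT list, 1.69 ± 0.40.

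In the same groups, genes lower in healthy rats at the later time in the first experiment fell, 557 of 638 below 0, with -0.48 (adjusted p = 6.4e-22; adjusted p = 0.508 with an estimated correlation), and those higher at that time rose, 422 of 470 above 0, by 0.56 (adjusted p = 1.36e-26; adjusted p = 0.575 with an estimated correlation). Genes lower in MS_A in the first experiment fell by 0.36 (adjusted p = 1.64e-10; adjusted p = 0.575 with an estimated correlation). Of these, fry called the first and the last (adjusted p = 0.0425 and 0.0476). At single probe sets limma called 0, with 2746 at an unadjusted p under 0.05, 5 without moderation (Crebzf, Arhgdib, Mrps12 and a pair of probe sets without a symbol, named after their values were seen), and 833 at the study's thresholds (398 higher, 435 lower; 1294 in all without MS_A replicate 1). Without MS_A replicate 1 there were 693 higher and 601 lower, and without MTXMS_A replicate 3 there were 336 and 594. Groups did not overlap for 22.8% of probe sets, where chance gives 10%. Of the 40 lists 13 were called, fry called 2, and adjusted over the list alone 136 genes passed, some in several lists (174 results), 116 in the list of genes lower at the later time. Erythroid markers lost their call without MS_A replicate 2 (-1.19, adjusted p = 0.0552) or MTXMS_A replicate 3, where the median was 0.53 (adjusted p = 0.463), and had -2.26 and -2.55 without MTXMS_A replicates 1 and 2. NK cell markers lost it without MS_A replicate 2 (-0.11, adjusted p = 0.144) or MTXMS_A replicate 2 (-0.18, adjusted p = 0.0747), with -0.80 without MS_A replicate 1, and ribosomal genes without MS_A replicate 3 (0.11, adjusted p = 0.0516). The monocyte median was -0.55 without MTXMS_A replicate 1, and limma called 1 probe set without MS_A replicate 3, MTXMS_A replicate 2 or MTXMS_A replicate 3.

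MS_A against NOCIAMS_A compares arthritic with healthy rats after the same 34 days of stimulation. Here too actin ratios did not overlap (2.44 to 2.69 in MS_A, 3.35 to 4.36 in NOCIAMS_A), and their part was not tested. NK cell markers rose, 13 of 15 above 0, by a median of 0.74 (adjusted p = 1.18e-06; adjusted p = 0.598 with an estimated correlation), with 1.58 ± 0.54 for Ncr1, 1.04 ± 0.47 for the granzyme Gzma and 1.28 ± 0.40 for the receptor Klra5. Monocyte markers rose by 0.33, 12 of 14 above 0 (adjusted p = 0.0352, and adjusted p = 0.675 with an estimated correlation), a call that ended without NOCIAMS_A replicate 2 (0.18, adjusted p = 0.344) or MS_A replicate 3 (0.15, adjusted p = 0.275), with quantile normalization (0.26, adjusted p = 0.0608) and with a mean above the 60th percentile (0.25, adjusted p = 0.0506), with 0.56 and 0.52 without NOCIAMS_A replicate 3 and MS_A replicate 1. Platelet markers rose by 0.72 (adjusted p = 0.00834; adjusted p = 0.647 with an estimated correlation), and beside them genes higher in MS_A in the first experiment rose by 0.59 (adjusted p = 1.45e-23; adjusted p = 0.598 with an estimated correlation) and wound healing genes by 0.12 (adjusted p = 0.0172; adjusted p = 0.598 with an estimated correlation). Ribosomal protein genes fell by 0.30, 34 of 35 below 0 (adjusted p = 9.4e-10; adjusted p = 0.598 with an estimated correlation), but with quantile normalization they had -0.08 and were not called (adjusted p = 0.0627). Cell cycle genes rose by 0.22 (adjusted p = 0.0372; adjusted p = 0.628 with an estimated correlation), with 3.14 ± 0.60 for Bub1b. Mrc1, the mannose receptor of macrophages, had -1.36 ± 0.54. At single probe sets limma called 0, with 1052 at an unadjusted p under 0.05, 1 without moderation, which has no symbol, and 347 at the study's thresholds (150 higher, 197 lower). The excess of lower probe sets turned with quantile normalization (207 higher, 145 lower). It also turned without NOCIA_B replicate 1 (225 and 211) or NOCIAMS_A replicate 3 (275 and 246). Without MS_A replicate 1 it held (239 and 387). Groups did not overlap for 17.9% of probe sets, where chance gives 10%. Of the 40 lists 15 were called (9 without MS_A replicate 3), fry called 0 (lowest adjusted p = 0.762), and adjusted over the list alone 1 member passed, Bub1b. Platelet markers lost their call without NOCIAMS_A replicate 2 (0.62, adjusted p = 0.0637) or MS_A replicate 3 (0.34, adjusted p = 0.0808), and wound healing genes without the same arrays (0.06 each, adjusted p = 0.154 and 0.215), with 0.20 without MS_A replicate 1. Cell cycle genes lost it without MS_A replicate 2 (-0.14, adjusted p = 0.953), NOCIAMS_A replicate 3 (0.22, adjusted p = 0.0992) or NOCIA_B replicate 1 (0.22, adjusted p = 0.0575), and had 0.43, 0.36 and 0.14 without MS_A replicate 1, MS_A replicate 3 and NOCIAMS_A replicate 1. The ribosomal median was -0.19 without MS_A replicate 3.

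**Figure D2:**
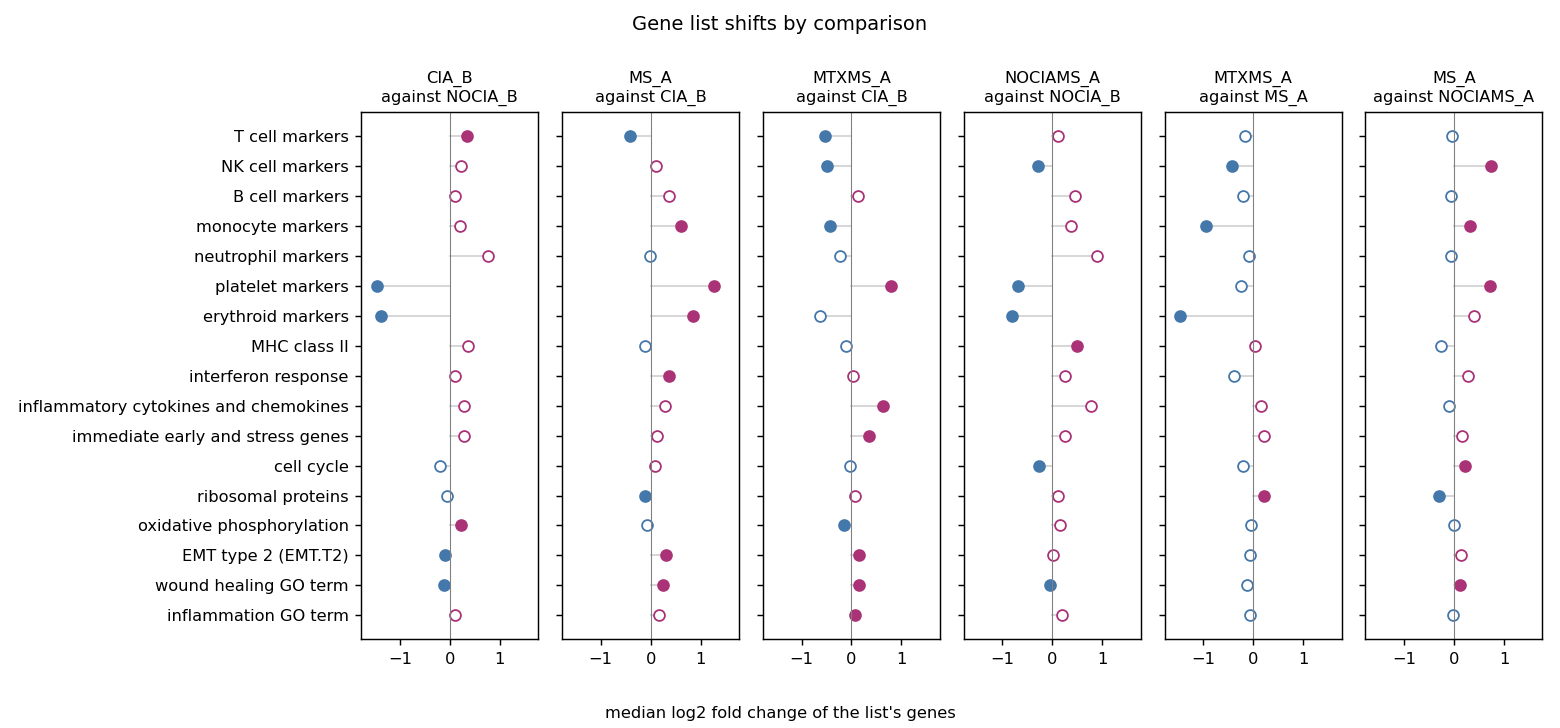
Median log2 fold change (horizontal axis) of 17 gene lists in the 6 comparisons; filled points were called by camera at its preset correlation, red for higher and blue for lower, and none was called with an estimated correlation. Platelet markers run from -1.45 in CIA_B against NOCIA_B to 1.26 in MS_A against CIA_B.

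The effect of stimulation in arthritic rats (MS_A against CIA_B) was also set against that in healthy rats (NOCIAMS_A against NOCIA_B), as a difference fitted in the same model. Platelet markers, which rose in the first and fell in the second, differed by a median of 2.37 (adjusted p = 4.1e-07; adjusted p = 0.458 with an estimated correlation), and wound healing genes by 0.16 (adjusted p = 0.00161; adjusted p = 0.503 with an estimated correlation). Genes higher in MS_A in the first experiment differed by 1.71 (adjusted p = 5.19e-50; adjusted p = 0.458 with an estimated correlation). Limma called 0 probe sets, with 2423 at an unadjusted p under 0.05, 0 without moderation, and 1886 at the study's thresholds (996 higher, 890 lower). With array weights it called 1651. Without NOCIA_B replicate 1 the study's thresholds gave 1562 higher and 2014 lower, and without MS_A replicate 1 they gave 1069 and 1167. Without NOCIA_B replicate 3 they gave 592 and 460. Among 40 lists 15 were called, fry called 0 (lowest adjusted p = 0.422), and adjusted over the list alone 20 genes passed, some in several lists (24 results). Without NOCIA_B replicate 1 limma called 980 probe sets. The wound healing median was 0.27, 0.05 and 0.26 without NOCIA_B replicate 1, NOCIA_B replicate 3 and MS_A replicate 1.

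Settings of the processing ended further calls named above. The replicate number as a block ended 16 of the 109 list calls, which are not listed one by one here. Array weights ended those of interferon response (0.39, adjusted p = 0.0809) and of adenosine and purinergic genes (0.60, adjusted p = 0.0561) in MS_A against CIA_B, of cytokines (0.08, adjusted p = 0.243), inflammation (0.04, adjusted p = 0.149) and genes higher under placebo (0.13, adjusted p = 0.115) in MTXMS_A against CIA_B, of MHC class II (0.52, adjusted p = 0.0761) in NOCIAMS_A against NOCIA_B, and of erythroid markers (-0.82, adjusted p = 0.105) in MTXMS_A against MS_A. Without a filter EMT (-0.12, adjusted p = 0.172), EMT.T2 (-0.10, adjusted p = 0.124) and response to wounding (-0.13, adjusted p = 0.124) were not called in CIA_B against NOCIA_B, nor were erythroid markers (0.83, adjusted p = 0.0527), interferon response (0.42, adjusted p = 0.0509), adenosine and purinergic genes (0.53, adjusted p = 0.0509), glycolysis and hypoxia (0.36, adjusted p = 0.0662) and EMT (0.14, adjusted p = 0.189) in MS_A against CIA_B. The same held for wound healing (0.19, adjusted p = 0.058) and inflammation (0.11, adjusted p = 0.0817) in MTXMS_A against CIA_B, and for wound healing in NOCIAMS_A against NOCIA_B (-0.02, adjusted p = 0.108) and in MS_A against NOCIAMS_A (0.05, adjusted p = 0.121). A mean above the 60th percentile ended adenosine and purinergic genes in MS_A against CIA_B (0.44, adjusted p = 0.0719), cytokines (0.38, adjusted p = 0.0803) and inflammation (-0.01, adjusted p = 0.0803) in MTXMS_A against CIA_B, and cell cycle in MS_A against NOCIAMS_A (0.14, adjusted p = 0.633). A fit of the compared groups alone ended response to wounding (adjusted p = 0.115) and genes lower in CIA_B (adjusted p = 0.0601) in CIA_B against NOCIA_B, inflammation (adjusted p = 0.0557) and cytokines (adjusted p = 0.066) in MTXMS_A against CIA_B and cell cycle in MS_A against NOCIAMS_A (adjusted p = 0.0743).

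Across genes, which are not independent replicates, the fold changes of MS_A against CIA_B ran opposite to those of CIA_B against NOCIA_B, with r = -0.77 over 10107 genes, where sharing the CIA_B arrays alone gave -0.60 in simulated data. Pairs of comparisons without a shared group gave r = -0.43 between MS_A against CIA_B and NOCIAMS_A against NOCIA_B (-0.14 without NOCIA_B replicate 3). They gave r = -0.40 between arthritic and healthy rats compared before therapy and after stimulation. Simulated data gave 0.00 for both. MS_A and MTXMS_A, both against CIA_B, gave r = 0.44 (0.24 without MTXMS_A replicate 2), below the 0.60 of simulated data.

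The platelet score followed the first-experiment genes higher in MS_A from array to array, in a test chosen after the fold changes were seen. With 7 shared markers removed and each group centred, Pearson's r over the 14 arrays was 0.98 (permutation p = 0.00076) and Spearman's rho 0.98 (permutation p = 0.0013), with an adjusted p of 0.0015 over 2 relations. Without the 2 arrays farthest from the median platelet score r was 0.95. Of 1000 random lists of the same size the highest r was 0.92. The score of erythroid markers gave an r of 0.52 (permutation p = 0.25) and a rho of 0.35 (permutation p = 0.35) with the same genes, an adjusted p of 0.25, and r = 0.33 without 2 arrays.

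**Figure D3:**
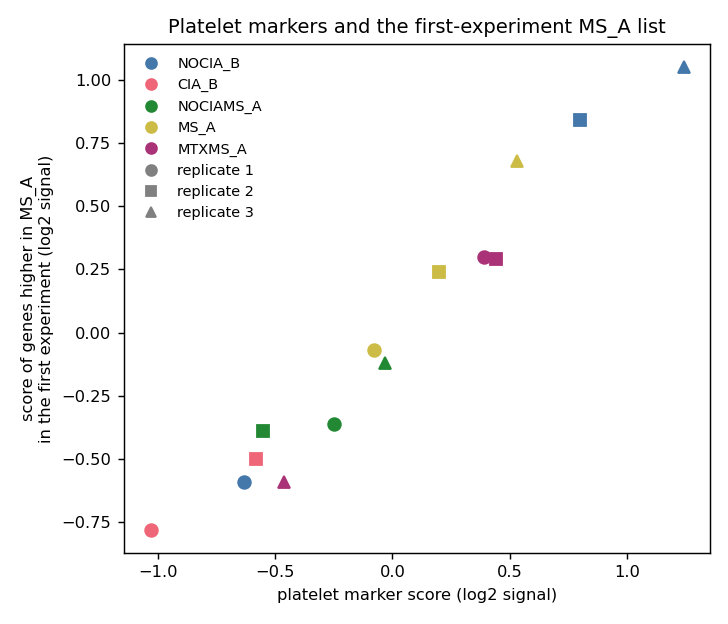
Score of the genes higher in MS_A in the first experiment (vertical axis) against the platelet score (horizontal axis), both in mean centred log2 signal, for the 14 arrays coloured by group. Over all arrays r was 0.98, and with each group centred it was also 0.98.

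Of the genes the study speaks of, none reached the adjustment. The study measured S100a8, S100a9, Adora2a, Adora3 and Ada as serum protein at an earlier day. It measured Fos, Wnt5b and Gjb2 as RNA of cultured joint cells. Those findings are not tested here. In MS_A against CIA_B the alarmin subunits S100a8 and S100a9 had -0.26 ± 0.67 and -0.27 ± 0.49, the adenosine receptor Adora2a 0.16 ± 0.45, adenosine deaminase (Ada) -0.33 ± 0.34, Il1b 0.12 ± 0.69, Fos 0.90 ± 0.63, the gap junction gene Gjb2 0.16 ± 0.63, Tgfb1 0.17 ± 0.26, Ccrl2 0.40 ± 0.72 and Cxcl2 0.92 ± 1.69. Other probe sets of Fos and Adora2a had the opposite sign in some comparisons. Before therapy, S100a8, S100a9 and Il1b had 0.85 ± 0.67, 0.79 ± 0.49 and 1.26 ± 0.69 in CIA_B against NOCIA_B. Adora3 has no probe set under that symbol. Il6 was above the array median on 1 of 14 arrays, Wnt5b on 0, and the pair of probe sets of Tnf on 0 and 1, so they were not tested.

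A further 10 lists were called in none of the 7 contrasts in the fit of group means alone. Their lowest adjusted p was 0.0988 for B cell markers (median 0.37, MS_A against CIA_B), 0.217 for plasma cell markers (0.32, MS_A against CIA_B), 0.18 for muscle and skin markers (0.43, MTXMS_A against CIA_B), 0.502 for heat shock genes (-0.10, MTXMS_A against CIA_B) and 0.511 for early healing genes (0.00, MS_A against NOCIAMS_A). In NOCIAMS_A against NOCIA_B it was 0.133 for neutrophil markers (0.90), 0.104 for dendritic cell markers (-0.72), 0.203 for markers of basophils, mast cells and eosinophils (0.98), 0.0856 for folate and nucleotide synthesis (-0.20) and 0.104 for early mechanotransduction (-0.05). With the platelet score as covariate some were called. B cell markers had 0.72 (adjusted p = 0.000171) in MS_A against CIA_B and -0.37 (adjusted p = 0.033) in CIA_B against NOCIA_B. Neutrophil markers had 1.20 (adjusted p = 0.00189) in CIA_B against NOCIA_B. In NOCIAMS_A against NOCIA_B they had 0.99 and folate and nucleotide synthesis -0.13 (adjusted p = 0.0117 each).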

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

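The tests of the array-by-array relation with platelet and red cell markers, of the Gapdh and actin ratios, of a change in the red cell share alone, of the medians without 1 array, without platelet and erythroid markers, and with the platelet score as covariate or without both arrays that stand apart were chosen only after the results they bear on were seen.

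A difference between groups marked each of the following: the effect of stimulation differed between arthritic rats (MS_A against CIA_B) and healthy rats (NOCIAMS_A against NOCIA_B) in camera's test of the difference itself, at the preset correlation. Platelet markers differed by a median of 2.37 (adjusted p = 4.1e-07), adenosine and purinergic genes by 0.69 (adjusted p = 0.0236), EMT genes by 0.14 (adjusted p = 0.0247), EMT.T2 genes by 0.41 (adjusted p = 0.0128), response to wounding genes by 0.10 (adjusted p = 0.0148), first-experiment genes higher in MS_A by 1.71 (adjusted p = 5.19e-50) and those lower in CIA_B by 0.45 (adjusted p = 0.00425), each with an adjusted p = 0.458 with an estimated correlation. Wound healing genes differed by 0.16 (adjusted p = 0.00161), first-experiment genes lower in MTX_A by 0.30 (adjusted p = 0.00249), those lower in healthy rats at the later time by 0.25 (adjusted p = 1.32e-05) and those higher at that time by -0.79 (adjusted p = 8.6e-16), each with an adjusted p = 0.503 with an estimated correlation. Erythroid markers differed by 1.58 (adjusted p = 0.00249, or adjusted p = 0.6 with an estimated correlation), ribosomal protein genes by -0.22 (adjusted p = 0.0285, or adjusted p = 0.699 with an estimated correlation), first-experiment genes higher under placebo by -0.66 (adjusted p = 0.0148, or adjusted p = 0.639 with an estimated correlation) and those higher in CIA_B by -0.79 (adjusted p = 0.00289, or adjusted p = 0.557 with an estimated correlation).

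Without platelet and erythroid markers the adenosine and purinergic median was 0.28 and the call ended (adjusted p = 0.0573). Without a filter the calls of EMT (0.09, adjusted p = 0.139), EMT.T2 (0.32, adjusted p = 0.075), response to wounding (0.14, adjusted p = 0.0602) and adenosine and purinergic genes (0.25, adjusted p = 0.0602) ended. That of EMT also ended with quantile normalization (0.11, adjusted p = 0.0849), and that of ribosomal genes with a mean above the 60th percentile (-0.23, adjusted p = 0.0735) and in a fit of the compared groups alone (-0.22, adjusted p = 0.053). Of these differences, calls ended for adenosine and purinergic genes without NOCIA_B replicate 2 (0.50, adjusted p = 0.0777), CIA_B replicate 2 (0.24, adjusted p = 0.118) or MS_A replicate 3 (0.68, adjusted p = 0.0609), and for EMT without NOCIA_B replicate 2 (0.18, adjusted p = 0.068), NOCIA_B replicate 3 (0.06, adjusted p = 0.0569) or MS_A replicate 3 (0.12, adjusted p = 0.0726). They ended for EMT.T2 without NOCIA_B replicate 2 (0.38, adjusted p = 0.0617), for response to wounding without NOCIA_B replicate 2 (0.06, adjusted p = 0.0596), CIA_B replicate 2 (0.07, adjusted p = 0.0547) or MS_A replicate 3 (0.05, adjusted p = 0.0523), and for genes higher under placebo without CIA_B replicate 1 (-0.57, adjusted p = 0.145), NOCIAMS_A replicate 1 (-0.58, adjusted p = 0.0628) or MS_A replicate 2 (-0.58, adjusted p = 0.0667). For ribosomal genes they ended without NOCIA_B replicate 2 (-0.07, adjusted p = 0.506), CIA_B replicate 2 (-0.12, adjusted p = 0.193), NOCIAMS_A replicate 1 (-0.20, adjusted p = 0.108), NOCIAMS_A replicate 2 (-0.17, adjusted p = 0.0964) or MS_A replicate 3 (-0.12, adjusted p = 0.244). Calls that held moved by over 1.5 times without NOCIA_B replicate 1 (ribosomal genes -0.34, EMT 0.22, EMT.T2 0.65, wound healing 0.27, response to wounding 0.16), NOCIA_B replicate 2 (genes lower in CIA_B 0.14), NOCIA_B replicate 3 (erythroid 0.86, wound healing 0.05, response to wounding 0.01, genes higher in CIA_B -0.48, genes higher at the later time -0.52), CIA_B replicate 1 (erythroid 0.88, EMT 0.09, genes lower at the later time 0.16), CIA_B replicate 2 (erythroid 2.44, genes lower in CIA_B 0.13), NOCIAMS_A replicate 2 (EMT 0.09, response to wounding 0.05, genes lower in CIA_B 0.26), NOCIAMS_A replicate 3 (EMT.T2 0.66), MS_A replicate 1 (wound healing 0.26) and MS_A replicate 2 (genes lower in CIA_B 0.28).

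Wound healing and EMT genes were higher in MS_A than in CIA_B, and platelet transcripts in the cell preparation may account for part of this. No single array carried the whole shift. Without 1 of the 5 arrays the lowest medians were 0.20 (wound healing) and 0.12 (EMT), against 0.02 and -0.02 for all genes. The wound healing call held as set out beforehand (adjusted p = 0.0483 without MS_A replicate 3). That of EMT ended without CIA_B replicate 2 (0.15) or MS_A replicate 3 (0.15, adjusted p = 0.166). Whether the shifts exceed the spread between rats stays open, since bootstrap intervals over genes (0.08 to 0.31, 0.04 to 0.28) do not measure it. Of the 520 genes in the wound healing, response to wounding, EMT and EMT.T2 lists together, platelet markers removed, 155 followed platelets on the 9 arrays of the other groups and had a median of 0.64 (0.55 to 0.75) against 0.48 for all genes that follow them, while the 365 others had -0.01 (-0.05 to 0.04), near the 0.01 of all genes but above the -0.09 of all genes that do not follow platelets. With the platelet score as covariate, the wound healing median went from 0.25 (SD over genes 0.71) to 0.01 (SD 0.55) and that of EMT from 0.16 (SD 0.87) to 0.00 (SD 0.73), and the calls ended because the medians were then near 0. It stays open whether a smaller rise apart from platelets remains, whether stimulation, time or cell separation changed the platelet content, and what part other genes that follow platelets have, such as 90% of erythroid markers.

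First-experiment genes higher in MS_A rose in MS_A against CIA_B and fell in CIA_B against NOCIA_B, which platelet transcripts may also account for. Their score without shared markers followed the platelet score with r = 0.98 over the 14 arrays with each group centred, above the highest of 1000 random lists, 0.92. With the platelet score as covariate its median in MS_A against CIA_B went from 0.96 (SD over genes 0.56) to -0.04 (SD 0.33) and was not called (adjusted p = 0.227), but since 90.2% of the list's genes follow platelets, a response of blood cells that moves together with platelet content stays open. For red cell transcripts r was 0.52, between the bounds set for and against and below the highest of 1000 random lists, 0.98, and in MTXMS_A against CIA_B the list rose by 0.58 (0.91 without MTXMS_A replicate 3) while erythroid markers had -0.64 and were not called (adjusted p = 0.421), so they stay open. Ppbp and Gp9, abundant platelet transcripts, had log2 signals of 12.20 ± 0.59 and 12.63 ± 0.57 (SD, n = 3) in MS_A and 10.61 ± 0.45 and 10.93 ± 0.70 (SD, n = 2) in CIA_B, and the density gradient is the only separation named.

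Erythroid markers were lowest on MTXMS_A replicate 3 and highest on NOCIA_B replicate 3, 6.94 apart in log2 units. Scaling to a common trimmed mean is argued against, since 6.46 of this remained after quantile normalization. RNA degradation stays open: the ratio of 3' to 5' Gapdh signal was 1.12 on MTXMS_A replicate 3 and 1.16 on NOCIA_B replicate 3, inside the 0.949 to 1.18 of the other arrays, but that of actin, taken into the reading after it was seen, was 5.01 and 1.97, outside their 2.44 to 4.36. A change in the red cell share alone could also not be decided: against the other arrays of its group, 6 blood cell lists shifted on MTXMS_A replicate 3 by between -1.37 (neutrophil) and 1.26 (B cell), a range of 2.62 where the largest pooled SD was 0.69. No biological explanation was tested, since the design names none for single rats.

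Other splits of the same 6 arrays into 3 and 3 were counted for the comparisons that allow it, and 10 splits are too few for a share under 0.05. For NOCIAMS_A against NOCIA_B the real split gave 426 probe sets at the study's thresholds and the highest other gave 1111 (4 of 10 as high, the real one included), with 12 lists against 19 (5 of 10). Why another split gives 1111 against 426 was not tested. For MTXMS_A against MS_A it gave 833 against 558 (1 of 10), with 13 lists against 18 (6 of 10), and for MS_A against NOCIAMS_A 347 against 296 (1 of 10), with 15 lists against 19 (4 of 10).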

How the results depend on the processing

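The fits without both arrays that stand apart and with the platelet score as covariate were chosen after seeing the data. At the study's thresholds the 7 contrasts gave 866, 670, 423, 426, 833, 347 and 1886 probe sets, in the order CIA_B against NOCIA_B, MS_A against CIA_B, MTXMS_A against CIA_B, NOCIAMS_A against NOCIA_B, MTXMS_A against MS_A, MS_A against NOCIAMS_A and the difference between arthritic and healthy rats, where limma's adjusted p gave 0 in each. Array weights gave 765 in the first (194 higher, 571 lower), 1 in the fourth, 2 in the fifth and 1651 in the difference; no filter and a fit of the compared groups alone each gave 1 in MS_A against CIA_B, and a mean above the 60th percentile gave 1 in MTXMS_A against MS_A (Crebzf) and 1 in MS_A against NOCIAMS_A. Without 1 array these counts ran from 0 to 168, 0 to 4, 0 to 13, 0 to 4, 0 to 1, 0 to 0 and 0 to 980, and the counts of lists called from 8 to 17, 8 to 22, 10 to 21, 8 to 19, 11 to 14, 9 to 20 and 10 to 21. An estimated correlation gave 0 lists in each contrast. Without both arrays that stand apart MTXMS_A against CIA_B had 10 lists, and with the platelet covariate MS_A against CIA_B had 5 and the difference 3. The correlation of fold changes between CIA_B against NOCIA_B and MS_A against NOCIAMS_A was -0.14 without a filter and -0.61 with a mean above the 60th percentile; without 1 array it ran from -0.48 to -0.29, and the others from -0.57 to -0.14 (MS_A against CIA_B with NOCIAMS_A against NOCIA_B), 0.24 to 0.62 (MS_A with MTXMS_A, both against CIA_B) and -0.84 to -0.65 (CIA_B against NOCIA_B with MS_A against CIA_B). With the platelet covariate, the direction of the list test reversed (medians given) in CIA_B against NOCIA_B for erythroid markers (0.70), EMT (0.05), EMT.T2 (0.08), wound healing (0.10), response to wounding (0.06) and first-experiment genes higher in MS_A (0.09), PLA_A (-0.08), CIA_B (-0.06) and NOCIA_A (-0.17); in MS_A against CIA_B for platelet (-0.05) and erythroid markers (-0.75), EMT (0.00), wound healing (0.01) and genes higher in MS_A (-0.04) and MTX_A (0.22); in MTXMS_A against CIA_B for platelet markers (-0.12), glycolysis and hypoxia (-0.03), EMT.T2 (-0.02), wound healing (-0.13), response to wounding (-0.02) and genes higher in MS_A (-0.29); in NOCIAMS_A against NOCIA_B for wound healing (0.09) and genes higher in NOCIA_A (-0.06); and in the difference for erythroid markers (-1.11), EMT (-0.05), wound healing (-0.08), response to wounding (-0.07) and genes higher in PLA_A (0.11), CIA_B (-0.04) and NOCIA_A (0.03). A reversal here is one of the direction of the test, not of the median, and 3 of these lists were called in the new direction: genes higher in NOCIA_A in CIA_B against NOCIA_B (adjusted p = 7.96e-05) and in NOCIAMS_A against NOCIA_B (adjusted p = 0.000432), and genes higher in MS_A in MTXMS_A against CIA_B (adjusted p = 6.12e-06). Without both arrays that stand apart, genes higher in NOCIA_A reversed in NOCIAMS_A against NOCIA_B (0.03), and erythroid markers (0.53) and genes higher in MS_A (0.03) in MTXMS_A against MS_A. Without 1 array, those of MTXMS_A against CIA_B reversed for monocyte markers (-0.07, MTXMS_A replicate 1, of a range of -0.66 to -0.07) and genes higher in NOCIA_A (-0.05, CIA_B replicate 2, of -0.05 to 0.16), that of NOCIAMS_A against NOCIA_B for genes higher in NOCIA_A (0.03, NOCIA_B replicate 3, of 0.03 to 0.55), and those of MTXMS_A against MS_A for erythroid markers (0.53, MTXMS_A replicate 3, of -2.55 to 0.53) and genes higher in MS_A (-0.12, MS_A replicate 3, and 0.03, MTXMS_A replicate 3, of -0.50 to 0.03). Another 22 medians of called lists changed sign while the test kept its direction, 2 of them still called. With the platelet covariate they include erythroid markers in NOCIAMS_A against NOCIA_B (-0.80 to 0.39) and EMT.T2 in the difference (0.41 to -0.01). Genes higher in CIA_B also changed in MS_A against CIA_B (-0.39 to 0.02). Without MTXMS_A replicate 3 cytokines changed in MTXMS_A against CIA_B (0.63 to -0.21). Without MS_A replicate 2 cell cycle changed in MS_A against NOCIAMS_A (0.22 to -0.14). Platelet medians had to move to about 0 with the covariate, their own score, so their changes and reversals show nothing. Other causes were not tested. The replicate number as a block gave 11, 15, 16, 12, 13, 15 and 15 lists, and arrays of the same number correlated best with each other in 3, 4 and 4 of 6 arrays of the comparisons of 3 with 3, so numbers were not taken as pairs. Of 8702 results of named genes under other settings, 8631 kept their direction and side of the threshold, 71 became stronger (48 with array weights, 20 without NOCIA_B replicate 1, Itgal in a fit of MS_A and CIA_B alone, Crebzf with a mean above the 60th percentile and Bub1b without NOCIA_B replicate 2) and 0 reversed, where a reversal was counted only for genes with an unadjusted p under 0.05. Probe sets above the array median on fewer than 2 arrays were not tested, so little can be said of weakly expressed genes.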

Other observations

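Values of single genes that the comparisons do not describe, chosen after they were seen, include those of Itgal, a chain of the leukocyte integrin LFA-1, whose 1 probe set had a log2 signal either near 13 or near 6. It was 12.95, 13.56 and 13.74 on the MS_A arrays, 6.24 and 6.36 on those of CIA_B, 13.24 on NOCIA_B replicate 3, 12.56 on NOCIAMS_A replicate 1 and 12.22 on MTXMS_A replicate 2, and between 5.08 and 6.77 on the others. The fold change of 7.12 ± 2.52 for MS_A against CIA_B (adjusted p = 0.616) thus sets groups of 3 and 2 arrays on different sides of this gap. Whether these levels reflect expression or a sequence difference between rats at the probes was not tested, so the value is not read as a change in expression. Jam3, a junction adhesion molecule, had 6.80 ± 0.50 (SD, n = 3) in NOCIA_B, 4.04 ± 0.08 (SD, n = 2) in CIA_B, 3.97 ± 0.63 (SD, n = 3) in NOCIAMS_A, 5.43 ± 1.35 (SD, n = 3) in MS_A and 6.59 ± 0.55 (SD, n = 3) in MTXMS_A, in log2 signal. Casp12, an inflammatory caspase, had 1.82 ± 0.34 in MS_A against CIA_B and -1.40 ± 0.34 in CIA_B against NOCIA_B (adjusted p = 0.616 and 0.583).

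B cell markers were above 0 in 10 of 10 genes in NOCIAMS_A against NOCIA_B, with a median of 0.45 (adjusted p = 0.104), and cytokines and chemokines had 0.78 there (adjusted p = 0.0824). Fcer2 and Cr2, receptors of B cells for IgE and complement, had -2.02 ± 0.39 and -1.58 ± 0.42 in MTXMS_A against MS_A and passed when adjusted over the list alone, while the list as a whole was not called.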
